A study of Mus musculus with 36 samples. Its data were reported in "Semiochemical responsive olfactory sensory neurons are sexually dimorphic and plastic" (2020).

How the data were processed

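RNA-Seq libraries of the whole olfactory mucosa of mice were compared for the expression of intact olfactory receptor genes (*Olfr* genes). The 36 libraries fell into 12 groups of 3 by the age, housing, genotype and sex that the sample labels give. Sex-separated mice lived apart from the opposite sex after weaning. Sex-combined mice were first kept apart and then housed 1 male with 1 female. *Bax* knockout (KO) mice lack a gene that promotes cell death. The replicate numbers were those of the labels. One table had been deposited for each of 6 pairs of a male and a female group, and each library's counts were read from the column that carries its title.

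According to the paper's methods, tissue was flash-frozen, RNA was extracted with TRIzol and treated with DNase, and cDNA was amplified with a SMART-Seq kit before Nextera XT library preparation and single-read Illumina sequencing. The authors aligned reads with STAR to the mouse assembly GRCm38.p6 with GENCODE M25 gene models, keeping reads that map to several places up to a limit, and removed one of the *Olfr290* models. The deposited per-library values are expected counts per gene, estimated by RSEM, without normalization. The authors then compared the sexes with edgeR over all genes, kept the intact receptors and corrected the p-values again over those receptors. The deposited comparison columns are a log2 fold change (female over male), an average log2 CPM, a likelihood ratio score, a p-value and a false discovery rate (FDR). The tables used here list 1117 receptors and no other gene, so a library's total is its total of receptor reads.

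The effective library size that the authors used, which counts all genes, was recovered for each library. The sizes and a common dispersion were fitted to the deposited average log2 CPM of the table, and the fit left at most 5.7e-10 log2 unexplained in any table. An earlier form with a fixed dispersion, and then a grid of dispersions, had not fitted that closely. On simulated tables the sizes were recovered within 0.01% in 6 of 6. These sizes are set within a table and are not comparable between tables.

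A library held between 62764 and 201394 receptor reads. The within-group pairs of libraries were compared before averaging: none of the 36 pairs had identical counts, and the chi-square per degree of freedom of a pair ranged from 2.88 to 10.0, so every library was counted as 1 replicate.

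The groups, the comparisons, the tests, most of the alternatives and the rule for naming receptors were chosen before the data were examined. Each sex difference was tested on the rounded expected counts with the quasi-likelihood test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3). Low counts were removed with filterByExpr (minimum count 10, minimum total count 15), scaling used TMM over the receptors, and p-values were adjusted by Benjamini-Hochberg (BH) over the receptors tested. A receptor was called at an FDR under 0.05. Log2 fold changes are female minus male, with edgeR's prior count of 0.125, and each standard error (SE) is the absolute log2 fold change divided by the square root of the test's F value. The 5 interactions (housing at 43 weeks, genotype at 26 weeks, and 9, 26 and 43 weeks each against 3 weeks) were tested in the same way from the counts of the tables concerned, as were the 4 comparisons within a sex. The age interactions were fitted together over all sex-separated wild-type (WT) libraries. TMM was then computed over the libraries of each fit.

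A receptor's share is its percentage of the receptor reads of a library, given as mean ± SD over 3 libraries and compared by a two-sided exact permutation test. With 3 libraries against 3 there are 10 splits and the smallest possible p is 0.1. The log2 fold changes of each of the 15 pairs of sex comparisons were correlated across receptors (Pearson's r and Spearman's rho, with 1e+05 permutations of receptors and BH over the 15 pairs). Receptors are not independent replicates, and these permutations are a reference only. Shared calls were compared with a hypergeometric test over the receptors tested in both comparisons.

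The receptors named are the 5 that the study names (*Olfr910*, *Olfr912*, *Olfr1295*, *Olfr1437* and *Olfr235*) in every comparison; in each sex comparison, up to 2 called receptors higher and 2 lower in females with the smallest FDR outside those 5; in each interaction, the 2 called receptors with the smallest FDR; and any receptor called with the same sign in at least 2 of the sex-separated comparisons at 9, 26 and 43 weeks, of which none lay outside the 5. The study chose its 5 receptors on these same samples, so counts adjusted over the list alone are not independent evidence. Receptors named outside this rule are marked as such.

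The tests were checked on simulated counts with the library totals and dispersions of each comparison, in which 200 receptors were changed by a log2 fold change of 1 or 2. Of the changed receptors that passed the filter, the quasi-likelihood test recovered 91.0% at 3 weeks, 70.5% at 9 weeks, 86.6% at 26 weeks, 85.8% in sex-separated and 75.3% in sex-combined mice at 43 weeks, and 83.3% in *Bax* KO mice. It recovered 48.2 to 60.3% in the interactions and 67.3 to 83.3% in the comparisons within a sex, and between 0.917 and 7.21% of its calls were false. With 200 changed receptors the BH correction is less strict than where few receptors differ. These percentages therefore overstate the recovery in comparisons with few calls, such as those of the sexes.

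Alternatives changed one choice at a time: DESeq2 size factors or receptor totals in place of TMM, no low-count filter, the Wald test of DESeq2 1.42.0, edgeR's exact test, a block for the replicate number, a block for the title prefix at 9 weeks, Benjamini-Yekutieli or Bonferroni adjustment, other FDR thresholds, minimum effect sizes, filters on expression, centring, and leaving out each library in turn. Several fits were looked at before the last form of the analysis. The scaling by all-gene library sizes, the likelihood ratio test, the grouping by column order in the sex-combined table, the use of the deposited results as an alternative, most alternatives of the interactions and comparisons within a sex, and the tests of a gene cluster on chromosome 7 were added after seeing the data. Random lists in the cluster test, matched for expression, were first drawn from uncalled receptors outside the cluster and, after the self-test, from all uncalled receptors. In that self-test 6 of 100 lists without a shift fell outside the 95% range and 88 of 100 lists lowered by 0.3 log2 fell below it.

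Gene positions came from GENCODE M21, which is on the GRCm38 assembly as is the authors' release; coordinates count from 1. All 1117 identifiers were found in it, 1107 with the same symbol. For each named receptor, the share of 50-base windows of its exons that occur in no other annotated gene was computed. Plots were drawn with matplotlib 3.10.9 under Python 3.11.15. *Bax* itself, genes of sex-specific expression and all other genes outside the intact receptors were not analysed here.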

Results

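Expression of intact olfactory receptor genes was measured by RNA-Seq of whole olfactory mucosae from mice of both sexes. The 36 libraries made up 6 conditions, each with 3 male and 3 female libraries. Sex-separated wild-type (WT) mice were sampled at 3, 9, 26 and 43 weeks of age, sex-combined WT mice at 43 weeks, and sex-separated *Bax* knockout (KO) mice at 26 weeks. *Bax* promotes the death of cells, and the KO animals served to ask whether a sex difference needs that gene. A library held 62764 to 201394 receptor reads, and 1001 to 1087 of the 1117 receptors listed had at least 1 read.

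The study names 5 receptors. On the mouse assembly GRCm38, *Olfr910* (ENSMUSG00000060114) spans bases 38537849 to 38540820 of chromosome 9 and *Olfr912* (ENSMUSG00000111448) bases 38580178 to 38586876 of the same chromosome. *Olfr1295* (ENSMUSG00000108919) spans bases 111561423 to 111569681 of chromosome 2. *Olfr1437* (ENSMUSG00000096436) spans bases 12319207 to 12325101 of chromosome 19, and *Olfr235* (ENSMUSG00000060049) bases 12261032 to 12270387. Each is annotated as a gene with coding sequence and untranslated regions, and the model with the most exons has 2 of them, or 4 for *Olfr235*. Of the 50-base windows of their exons, between 82.2% (*Olfr910*) and 99.4% (*Olfr1295*) occurred in no other annotated gene.

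The first question was whether receptors differ between the sexes before the sexes are separated. At 3 weeks, 2 of 991 receptors tested passed an FDR of 0.05, and 97 had an unadjusted p under 0.05. *Olfr1338* (ENSMUSG00000095218, chromosome 4, 118751975 to 118758737) was higher in females by 1.36 log2 (SE 0.31, edgeR FDR 0.0356), with 14 to 80 reads per library and all 3 females above every male. *Olfr127* (ENSMUSG00000058114, chromosome 17, 37900437 to 37906795) was lower in females (log2 fold change −1.11, SE 0.26, edgeR FDR 0.0356), with all 3 females below every male. The count fell to 1 (*Olfr1338*) without male replicate 1 and to 0 without any one of the other libraries, and the DESeq2 Wald test made 0 calls. Scaling by all-gene library sizes gave 26 calls, all higher in females, and 30 together with the likelihood ratio test. It moved the median log2 fold change of all receptors from −0.01 to 0.25. The authors' deposited table had 41 calls, all higher in females. The 5 study receptors had log2 fold changes between −0.27 (*Olfr910*) and 0.07 (*Olfr1437*), and none passed either over all receptors or adjusted over the list alone.

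At 9 weeks, edgeR's quasi-likelihood test called 0 of 945 receptors, and 149 had an unadjusted p under 0.05. Other tests of the same counts gave 8 (edgeR exact test), 17 (likelihood ratio test) and 23 (DESeq2), and the authors' deposited table gave 3, all lower in females. Male replicate 1 decided this count: without it 188 receptors passed, 91 of them higher in females, while each other omission left 0. Replicate 1 of each sex carried another title prefix (4429) than replicates 2 and 3 (4575). The first prefix holds 1 library of each sex, too few for a value within it. With the prefix as a block, 0 receptors passed and 151 had an unadjusted p under 0.05. *Olfr1295* was higher in females by 0.96 log2 (SE 0.24, edgeR FDR 0.0772) and *Olfr910* by 0.85 (SE 0.26, edgeR FDR 0.113), while *Olfr1437* was lower (log2 fold change −0.67, SE 0.23, edgeR FDR 0.153). For these receptors all 3 females lay on one side of every male, and all 3 passed when adjusted over the list alone. They failed the correction over all receptors in the quasi-likelihood test of all 6 libraries, but passed without male replicate 1 (0.99, 0.90 and −0.62). That omission leaves males of prefix 4575 only against females of both prefixes, so sex is then partly confounded with prefix. *Olfr1295* also passed with no low-count filter, with DESeq2, with the exact and likelihood ratio tests and with the lower part of expression left out, *Olfr910* with DESeq2, and *Olfr1437* in the authors' deposited table. *Olfr912* (0.05) and *Olfr235* (−0.14) were not called. All-gene scaling lowered the median of all receptors from −0.05 to −0.36 log2.

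At 26 weeks, 8 of 946 receptors passed, 6 higher and 2 lower in females, and 89 had an unadjusted p under 0.05. The 5 study receptors were among them. *Olfr910* was higher in females by 2.09 log2 (SE 0.23, edgeR FDR 7.35e-06), *Olfr912* by 1.5 (SE 0.22, edgeR FDR 0.000266) and *Olfr1295* by 1.44 (SE 0.20, edgeR FDR 0.000262). *Olfr1437* was lower (log2 fold change −1.35, SE 0.23, edgeR FDR 0.00112), as was *Olfr235* (−1.19, SE 0.25, edgeR FDR 0.0131). In each of them the 3 females lay on one side of all 3 males. Of the other 3 calls, the 2 under the naming rule were higher in females, again in 3 of 3 libraries. *Olfr211* (ENSMUSG00000053391, chromosome 6, 116489091 to 116498221) differed by 0.95 log2 (SE 0.16, edgeR FDR 0.00112) and *Olfr1310* (ENSMUSG00000108827, chromosome 2, 112004574 to 112012708) by 2.35 (SE 0.45, edgeR FDR 0.00556), the latter from only 5 to 46 reads per library. The last call, *Olfr1312* (ENSMUSG00000074947, chromosome 2, 112038068 to 112050238), was chosen after its values were seen and was higher in females by 0.95 log2 (SE 0.21). All 8 calls were kept by DESeq2, by the likelihood ratio test, under all-gene scaling and in the authors' deposited table. The likelihood ratio test gave the most calls, 16. Without female replicate 2 there were 5 calls, and *Olfr235* (−1.10) and *Olfr1310* (2.28) no longer passed. *Olfr235* was also lost without male replicate 2 (−1.17) or female replicate 1 (−0.97). Without male replicate 3 there were 14 calls.

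In sex-separated mice at 43 weeks, 5 of 930 receptors passed, 3 higher and 2 lower in females, and 132 had an unadjusted p under 0.05. *Olfr910* was higher in females by 2.02 log2 (SE 0.19, edgeR FDR 9.69e-05), *Olfr912* by 1.81 (SE 0.23, edgeR FDR 0.000561) and *Olfr1295* by 2.39 (SE 0.25, edgeR FDR 0.000136). *Olfr1437* was lower (log2 fold change −1.86, SE 0.22, edgeR FDR 0.00045). All 3 females lay on one side of every male for these receptors and for *Olfr235*, which was lower by a similar amount as at 26 weeks (−1.30, SE 0.27, edgeR FDR 0.0576) but failed the correction over all receptors. It passed without male replicate 3 (−1.47), with no low-count filter, with DESeq2, with the exact and likelihood ratio tests, with the lower part of expression left out and in the authors' deposited table. Adjusted over the list alone, all 5 study receptors passed. The fifth call was *Olfr1431* (ENSMUSG00000094133, chromosome 19, 12200634 to 12212191), lower in 3 of 3 females (−1.55, SE 0.30, edgeR FDR 0.0354). It was lost without any one of the 6 libraries, with values from −1.67 to −1.35. The other 4 calls remained in every such omission. Other tests of the same counts called 31 (edgeR exact test), 33 (DESeq2) and 35 (likelihood ratio test) receptors, and the authors' deposited table had 63 calls, of which 52 were higher in females. All-gene scaling kept 4 of the 5 calls, losing *Olfr1431*, made 5 calls of which 4 were higher in females, and moved the median of all receptors from 0.0018 to 0.17 log2.

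**Figure D1:**
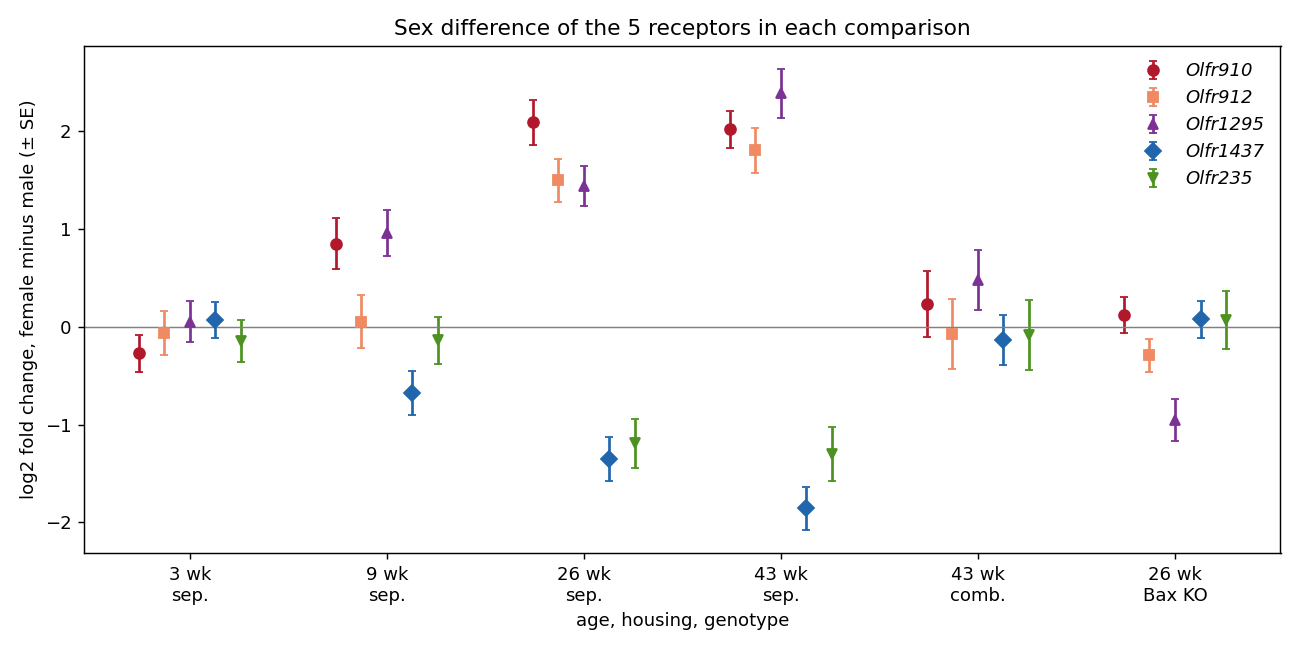
Log2 fold change (female minus male, vertical axis) of the 5 study receptors in the 6 comparisons of the sexes, with bars of 1 SE from edgeR's quasi-likelihood test (3 libraries per sex). At 26 and 43 weeks in sex-separated mice *Olfr910*, *Olfr912* and *Olfr1295* lie between 1.44 and 2.39, and *Olfr1437* and *Olfr235* between −1.86 and −1.19.

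Shares of the receptor reads gave the levels behind these differences, each as mean ± SD over 3 libraries with a two-sided exact permutation test. *Olfr910* took 0.134% ± 0.010 of the receptor reads of females and 0.157% ± 0.00995 of those of males at 3 weeks, a difference with all 3 females below every male (exact p 0.1, the smallest possible). At 9 weeks its shares were 0.132% ± 0.0210 and 0.0808% ± 0.0196, and at 26 weeks 0.220% ± 0.0163 and 0.0507% ± 0.0149. At 43 weeks they were 0.309% ± 0.0241 and 0.0743% ± 0.0145 in sex-separated mice, against 0.0899% ± 0.0302 and 0.0714% ± 0.0239 in sex-combined mice (exact p 0.6). *Olfr1295* took 0.195% ± 0.0418 and 0.110% ± 0.0116 at 9 weeks and 0.196% ± 0.0149 and 0.0358% ± 0.0106 in sex-separated mice at 43 weeks. *Olfr1437* took 0.13% ± 0.0171 in females and 0.227% ± 0.0121 in males at 9 weeks, and 0.0501% ± 0.0120 and 0.175% ± 0.0158 in sex-separated mice at 43 weeks. The exact p was 0.1 for each of the 5 receptors in the sex-separated WT mice of 26 and 43 weeks, and for *Olfr910*, *Olfr1295* and *Olfr1437* at 9 weeks. With 3 libraries against 3 chance alone separates the groups completely in 10% of the cases.

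**Figure D2:**
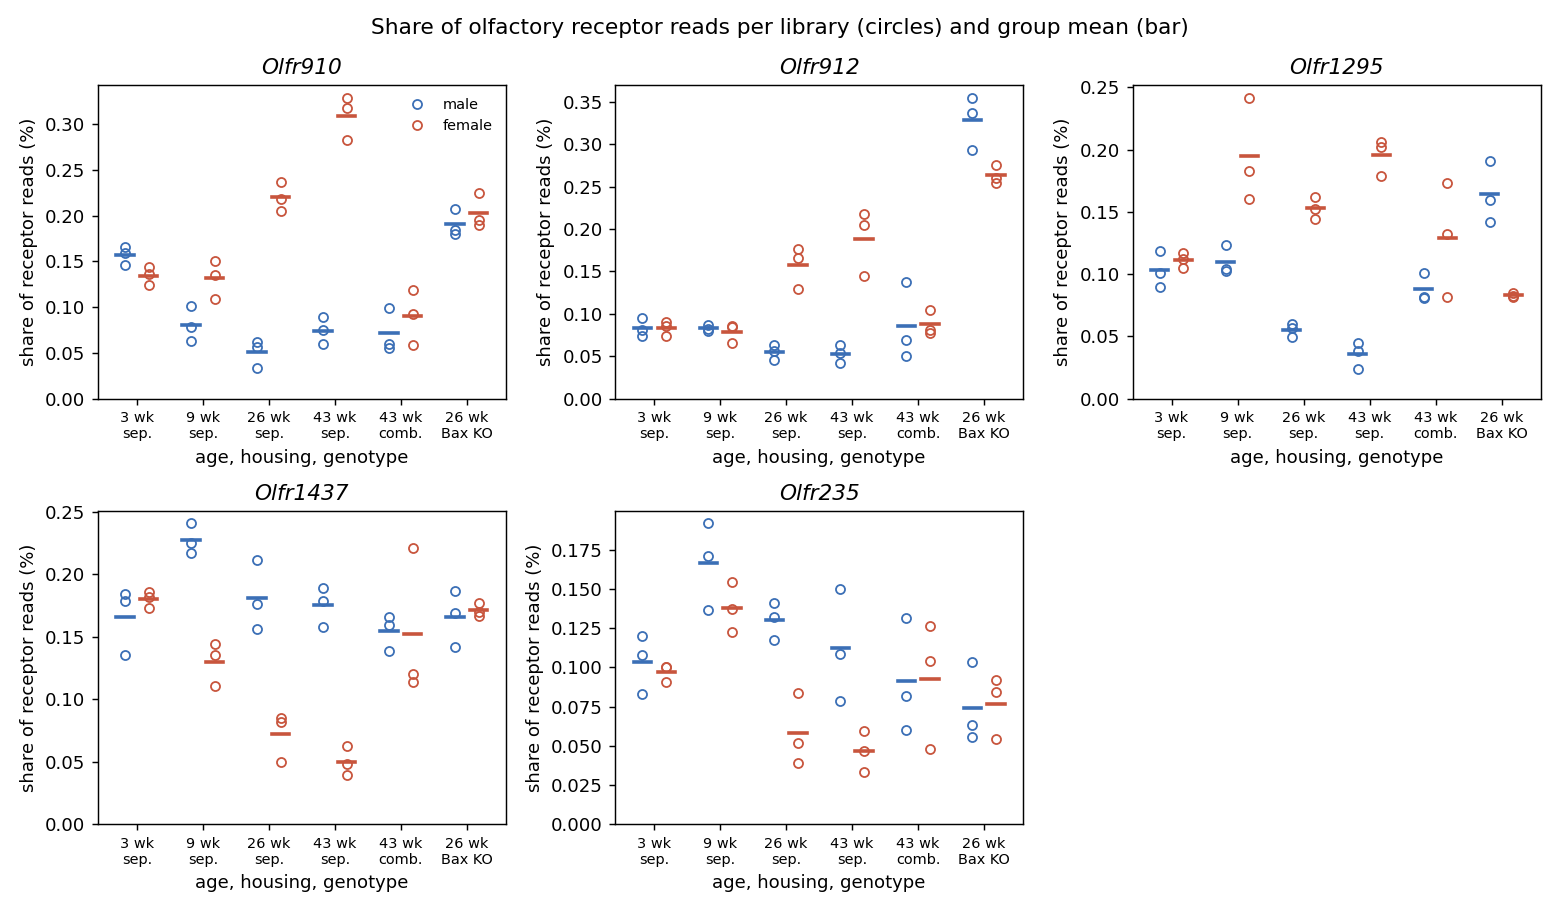
Share of receptor reads (%, vertical axis) of each of the 5 study receptors in each library, with males in blue, females in red and a bar at the mean of 3 libraries, in the 6 conditions. *Olfr910* reaches means of 0.220% and 0.309% in sex-separated WT females of 26 and 43 weeks against 0.0507% and 0.0743% in males.

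Whether the sex difference changed with the time of separation was tested as an interaction of sex and age in the sex-separated WT mice. From 3 to 26 weeks the sex difference of 5 of 1023 receptors changed, 4 towards females and 1 towards males. The interaction was 2.39 log2 for *Olfr910* (SE 0.30, edgeR FDR 1.4e-06), 1.58 for *Olfr912* (SE 0.31, edgeR FDR 0.00544), 1.41 for *Olfr1295* (SE 0.30, edgeR FDR 0.00749), 1.20 for *Olfr211* (SE 0.25, edgeR FDR 0.00749) and −1.39 for *Olfr1437* (SE 0.29, edgeR FDR 0.00749). Under all-gene scaling 2 receptors passed, 1 in each direction, both of them among these 5, without *Olfr912* (1.30), *Olfr1295* (1.13) and *Olfr211*, and the median of all receptors moved from 0.02 to −0.26 log2. The count was 3 without 3-week male replicate 3, where *Olfr1295* (1.28) and *Olfr1437* (−1.27) were lost, and 4 without 26-week female replicate 2, where *Olfr1437* (−1.17) was lost. From 3 to 43 weeks 4 receptors changed: *Olfr910* by 2.31 log2 (SE 0.30, edgeR FDR 1.49e-06), *Olfr1295* by 2.36 (SE 0.31, edgeR FDR 1.49e-06), *Olfr912* by 1.89 (SE 0.31, edgeR FDR 0.000128) and *Olfr1437* by −1.90 (SE 0.30, edgeR FDR 6.02e-05). All-gene scaling kept these 4 and moved the median of all receptors from 0.0089 to −0.12 log2. In both interactions all 5 study receptors passed adjusted over the list alone, *Olfr235* (−1.02, SE 0.36, and −1.13, SE 0.36) in that way only. For each receptor named here except *Olfr910*, which was lower in 3 of 3 females, and *Olfr211*, also lower in 3 of 3 females, the sexes overlapped at 3 weeks, while all 3 females lay on one side of every male at the later ages.

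From 3 to 9 weeks the interaction was past an FDR of 0.05 for 27 of 1023 receptors, 12 towards females and 15 towards males. The smallest p-values belonged to *Olfr1280* (ENSMUSG00000109449, chromosome 2, 111314017 to 111326003; 1.44 log2, SE 0.31, edgeR FDR 0.0253) and *Olfr655* (ENSMUSG00000051182, chromosome 7, 104595301 to 104601779; −1.61, SE 0.36, edgeR FDR 0.0253). *Olfr1280* was lower in 3 of 3 females at 3 weeks and higher in 3 of 3 at 9 weeks, and *Olfr655* the opposite. *Olfr910* changed by 1.13 log2 (SE 0.30, edgeR FDR 0.0349). In the quasi-likelihood test with TMM, *Olfr1295* (0.91, SE 0.30) and *Olfr1437* (−0.73, SE 0.29) passed only adjusted over the list alone. *Olfr912* (0.12, SE 0.31) and *Olfr235* (0.02, SE 0.35) passed in neither way. Over all receptors *Olfr1295* passed with DESeq2 (0.93) and the likelihood ratio test (0.92). *Olfr1437* did so with receptor totals (−0.92) and all-gene library sizes (−1.33). The count of 27 rested on single libraries. It was 0 without 3-week male 3, 3-week female 3, 9-week male 3 or 9-week female 3, and 1 without 3-week female 1, 9-week male 2 or 9-week female 2. It was 8 without 3-week male 1, 51 without 3-week male 2, 55 without 9-week female 1 and 171 without 9-week male 1. The DESeq2 Wald test gave 91 and the likelihood ratio test 75. A block for the replicate number gave 0, and at 9 weeks replicate 1 carries another title prefix than replicates 2 and 3. The replicate numbers do not pair males with females, so this loss is no sign of smaller effects. All-gene scaling gave 181, all towards males, kept 15 of the 27 and moved the median of all receptors from −0.0098 to −0.61 log2. *Olfr910* (0.55) and *Olfr1280* (0.86) did not pass under that scaling.

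The sex-combined mice addressed whether the sex difference depends on housing apart from the other sex. By the labels, edgeR's quasi-likelihood test called 0 of 878 receptors between sex-combined males and females, with 46 at an unadjusted p under 0.05. DESeq2 called 0, the edgeR exact test 2, and the likelihood ratio test 2, and the authors' deposited table had 0 calls. The log2 fold changes were 0.24 for *Olfr910* (SE 0.34), −0.08 for *Olfr912* (SE 0.36), 0.48 for *Olfr1295* (SE 0.30), −0.13 for *Olfr1437* (SE 0.25) and −0.08 for *Olfr235* (SE 0.36), and none passed adjusted over the list alone. Their signs were not stable to the scaling: under all-gene library sizes *Olfr912* (0.25), *Olfr1437* (0.04) and *Olfr235* (0.19) changed direction, as the median of all receptors rose to 0.21 log2. The interaction of sex and housing was past an FDR of 0.05 for 0 of 957 receptors by edgeR's quasi-likelihood test, with 65 at an unadjusted p under 0.05, for 5 by DESeq2 and for 7 by the likelihood ratio test. It was −1.79 log2 for *Olfr910* (SE 0.39, edgeR FDR 0.0745), −1.89 for *Olfr912* (SE 0.45, edgeR FDR 0.0954), −1.92 for *Olfr1295* (SE 0.40, edgeR FDR 0.0694), 1.73 for *Olfr1437* (SE 0.35, edgeR FDR 0.0694) and 1.22 for *Olfr235* (SE 0.49, edgeR FDR 0.68), in each case against the sex difference that all 6 sex-separated libraries showed. All 5 passed adjusted over the list alone and failed the correction over all receptors. Without combined male replicate 3 there were 3 calls (*Olfr910* −1.99, *Olfr912* −2.19 and *Olfr1295* −2.03), and without combined female replicate 1 there were 2 (*Olfr1295* −2.25 and *Olfr1437* 1.87). The housings share no title prefix (4237 and 5027), so a batch that acts on the sexes unequally cannot be told apart from housing in these values. The paper also counted cells by in situ hybridization, which does not use these libraries. For *Olfr910*, *Olfr912* and *Olfr1295* it found that only sex-separated females differed from the other groups.

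In the sex-combined table the labels and the deposited comparison part the 6 libraries differently. The deposited log2 fold changes correlated with those of the labelled sexes by 0.433 across 874 receptors with more than 60 reads, and by 1.00 with those of the last 3 count columns over the first 3. In the other 5 tables both groupings are the same and the correlation was 1.00. The first 3 columns hold male replicates 1 and 3 and female replicate 2. Their titles carry the odd numbers and those of the last 3 columns the even ones, while the labels give the lower numbers to males. With the grouping by columns, chosen after seeing the data, edgeR's quasi-likelihood test again called 0 receptors, with 65 at an unadjusted p under 0.05. The log2 fold changes were then 0.86 for *Olfr910* (SE 0.23), 0.71 for *Olfr912* (SE 0.29), 0.77 for *Olfr1295* (SE 0.25), −0.50 for *Olfr1437* (SE 0.22) and 0.15 for *Olfr235* (SE 0.35). Adjusted over the list alone, *Olfr910*, *Olfr912* and *Olfr1295* passed under this grouping, but none of the 5 did when all-gene library sizes were used as well. The interaction with housing was 0 of 957 receptors under this grouping, with 84 at an unadjusted p under 0.05. It was −1.16 log2 for *Olfr910*, −1.09 for *Olfr912*, −1.63 for *Olfr1295*, 1.36 for *Olfr1437* and 1.45 for *Olfr235*. All 5 passed adjusted over the list alone. Which grouping follows the sex of the animals was not decided by these values. Other sex-combined values computed here use the labels unless the grouping by columns is named, while those of the authors' deposited table rest on the grouping by columns.

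**Figure D3:**
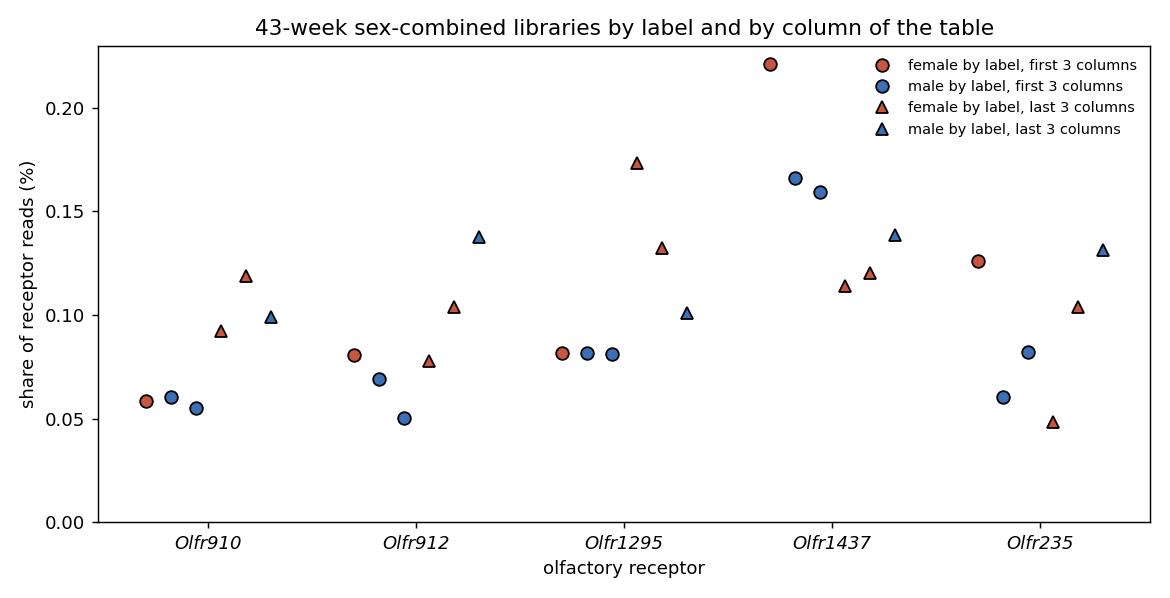
Share of receptor reads (%, vertical axis) of the 5 study receptors in the 6 sex-combined libraries at 43 weeks, coloured by the sex of the labels (blue male, red female), with circles for the first 3 and triangles for the last 3 count columns. By label sex the means of *Olfr910* are 0.0899% in females and 0.0714% in males.

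Among *Bax* KO mice at 26 weeks, edgeR's quasi-likelihood test called 0 of 921 receptors between the sexes, with 68 at an unadjusted p under 0.05. DESeq2 called 0, the edgeR exact test 5, and the likelihood ratio test 6, and the authors' deposited table had 4 calls, all higher in females. Without male replicate 3 there were 5 calls. The study receptors had log2 fold changes of 0.12 (*Olfr910*, SE 0.18), −0.29 (*Olfr912*, SE 0.17), 0.08 (*Olfr1437*, SE 0.19) and 0.08 (*Olfr235*, SE 0.30). *Olfr1295* was lower in females (−0.95, SE 0.21, edgeR FDR 0.125), opposite in sign to the WT mice. All 3 females lay below every male for *Olfr1295* and for *Olfr912*, also opposite in sign to the WT mice at 26 weeks. *Olfr1295* passed adjusted over the list alone, without male replicate 3 (−1.03), and with the exact and likelihood ratio tests. Its share was 0.0830% ± 0.00166 in females and 0.164% ± 0.0248 in males, and that of *Olfr912* 0.263% ± 0.0113 and 0.328% ± 0.0315 (exact p 0.1 for each, the smallest possible with 3 libraries against 3). *Olfr912* did not pass adjusted over the list alone. All-gene scaling moved the median of all receptors from 0.02 to 0.16 log2. The interaction of sex and genotype was past an FDR of 0.05 for 4 of 1008 receptors, all of them study receptors, and each went against the difference that the 6 WT libraries showed. It was −2.42 log2 for *Olfr1295* (SE 0.29, edgeR FDR 2.74e-06), −2.0 for *Olfr910* (SE 0.29, edgeR FDR 5.61e-05), −1.82 for *Olfr912* (SE 0.27, edgeR FDR 5.61e-05) and 1.40 for *Olfr1437* (SE 0.30, edgeR FDR 0.0139). *Olfr235* went the same way (1.24, SE 0.39, edgeR FDR 0.195) and passed only adjusted over the list alone. *Olfr1437* was lost without WT female replicate 2 (1.18, 3 calls left), and 8 receptors passed without KO male replicate 3. All-gene scaling kept the 4 calls, made 5 calls of which 2 were positive, and moved the median of all receptors from 0.02 to 0.18 log2.

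Within a sex, housing and genotype are both confounded with the library batch, so the values describe the libraries and not the factor alone. Between sex-combined and sex-separated males edgeR's quasi-likelihood test called 0 of 911 receptors, with 162 at an unadjusted p under 0.05, against 14 by DESeq2 and 22 by the likelihood ratio test. *Olfr1295* was higher in sex-combined males (1.41, SE 0.30, edgeR FDR 0.164), in 3 of 3 libraries, and of the 5 study receptors it alone passed adjusted over the list alone. The other 4 had log2 fold changes of 0.84 (*Olfr912*, SE 0.37), 0.07 (*Olfr910*, SE 0.30), −0.06 (*Olfr1437*, SE 0.20) and −0.18 (*Olfr235*, SE 0.32). In females 47 of 912 passed, 21 higher and 26 lower in sex-combined mice. *Olfr910* (log2 fold change −1.72, SE 0.24, edgeR FDR 0.00541) and *Olfr912* (−1.05, SE 0.22, edgeR FDR 0.0276) were lower in sex-combined females, and *Olfr1437* was higher (1.66, SE 0.28, edgeR FDR 0.00916). *Olfr235* (1.04, SE 0.33, edgeR FDR 0.0644, with 2 of 3 libraries above every separated female) passed only adjusted over the list alone, and *Olfr1295* (−0.52, SE 0.25) in neither way. The count in females was 1 without combined female 3, 23 without combined female 2, 15 without separated female 1 or 3 and 12 without separated female 2, and it was 112 with the grouping by columns. Receptor totals as scaling gave 70, again 21 of them higher. *Bax* KO males differed from WT males in 219 of 959 receptors, 125 higher and 94 lower in KO. *Olfr912* was higher in KO males by 2.55 log2 (SE 0.22, edgeR FDR 3.72e-08), *Olfr910* by 1.88 (SE 0.25, edgeR FDR 1.12e-05) and *Olfr1295* by 1.53 (SE 0.23, edgeR FDR 5.16e-05), and *Olfr235* was lower (−0.86, SE 0.25, edgeR FDR 0.0174), while *Olfr1437* (−0.17, SE 0.20) was not called. KO females differed from WT females in 293 of 966 receptors, 170 higher and 123 lower in KO. In females *Olfr912* (0.76, SE 0.18, edgeR FDR 0.000705) and *Olfr1437* (1.26, SE 0.22, edgeR FDR 6.87e-06) were higher and *Olfr1295* lower (−0.86, SE 0.21, edgeR FDR 0.0011) in KO, while *Olfr910* (−0.10, SE 0.18) and *Olfr235* (0.41, SE 0.27) were not called. For every receptor called in these comparisons of housings and genotypes and named here, the 3 libraries of one group lay on one side of all 3 of the other.

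The log2 fold changes of the 6 sex comparisons were compared with one another across receptors, which are not independent replicates. Of the 15 pairs, 9 correlated past BH correction in a permutation of receptors. The largest positive correlation was between sex-separated mice of 26 and 43 weeks (r 0.291, rho 0.267, 927 receptors, permutation p 1e-05, the smallest possible, BH 2.14e-05). The most negative was between 3 and 9 weeks (r −0.387, rho −0.413, 940 receptors, permutation p 1e-05, BH 2.14e-05). The 9-week comparison was also negatively correlated with the sex-separated (r −0.151) and sex-combined (r −0.307) mice of 43 weeks, and the 3-week comparison positively with those of 26 weeks (r 0.132) and with both of 43 weeks (r 0.213 and 0.234). Single libraries decided some of these: without 43-week separated male 3 the correlation of 9 with 43 weeks was 0.0073, and without 26-week male 3 that of 3 with 26 weeks was −0.0072. That of 3 with 9 weeks was −0.215 without 3-week male 3. With the grouping by columns, the correlation of 9 weeks with the sex-combined mice was 0.018. None of the pairs with the *Bax* KO comparison passed (r −0.0710 to 0.0444). Of the calls, 4 were shared between 26 and 43 weeks in sex-separated WT mice (*Olfr910*, *Olfr912*, *Olfr1295* and *Olfr1437*), all with the same sign, among 7 and 5 calls in 927 receptors tested in both (hypergeometric p 5.71e-09), and 0 were shared by any other pair.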

Values the study reported

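For sex-separated mice of 43 weeks, the study reported log2 fold changes between the sexes of 2.19 for *Olfr910*, 1.97 for *Olfr912* and 2.55 for *Olfr1295*. For sex-combined mice of the same age it reported 0.80 for *Olfr910*, 0.59 for *Olfr912* and 0.76 for *Olfr1295*. For mice of 9 weeks it reported 0.54 for *Olfr910*, −0.26 for *Olfr912* and 0.65 for *Olfr1295*.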

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

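The counts of other splits and the tests of depth and shared reads were planned before the interactions were seen; the tests of the library batch were chosen only afterwards, and so were the all-gene library sizes, added after seeing the data, the division of their test by direction, and the comparison of their shift with the size and the spread of the calls along it. That spread is the one that a call's unadjusted p implies under a normal distribution, somewhat wider than the SE. Each result in this part was picked out because the sex difference itself differed between conditions by a test of the interaction.

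Between genotypes at 26 weeks the sex difference differed for 4 receptors: *Olfr1295* (interaction −2.42 log2), *Olfr910* (−2.0), *Olfr912* (−1.82) and *Olfr1437* (1.40, lost without WT female replicate 2 at 1.18, with 3 calls left). Without KO male replicate 3 there were 8 calls. After thinning every library to the lowest receptor total, 62764 reads, 3 of the 4 calls were kept, which argues against a difference in depth. The called receptors had a median of 91.2% of their 50-base windows in no other gene, which argues against exact copies in paralogs over most of their exons. Inexact matches and the reads themselves were not examined, so shared reads are not excluded. All-gene scaling shifts all receptors alike, here by 0.15 log2 in the median, and kept 3 of the 3 calls that this shift works against, which argues against the scaling over receptors as their cause. The 1 call along the shift (*Olfr1437*) is moved away from 0 by it, so its being kept decides nothing. This call less the shift (11.1% of the call) stayed beyond its spread. That argues only against a scaling error of this size in the opposite direction, which was not observed. Of 100 assignments of sex labels within each genotype, 7 gave at least 4 calls, a share at which chance is not excluded for the count. The 6 others each kept the real sex split in one genotype, and with it the sex difference there, while 0 of the 81 that broke both splits gave as many, so the 7 do not measure chance alone. WT and KO libraries share 0 title prefixes (4319 and 4998), so a batch that acts on the sexes unequally cannot be told apart from genotype. The hypothesis that the sex difference of these receptors needs *Bax* stays open beside it.

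From 3 to 26 weeks the sex difference differed for 5 receptors: *Olfr910* (2.39 log2), *Olfr912* (1.58), *Olfr1295* (1.41), *Olfr211* (1.20) and *Olfr1437* (−1.39). Thinned to 85400 reads, 5 of the 5 were kept, which argues against depth. The median share of windows in no other gene was 92.6%, which argues against exact copies over most of the exons, while inexact matches were not examined. Both ages carry 1 common title prefix (4319), so a difference between library batches, as far as the labels show one, is excluded. Scaling stays open as part of the cause for the 4 positive calls: all-gene library sizes shifted the median by −0.28 log2 and kept 1 of these 4, which the shift works against, while *Olfr912* (1.30), *Olfr1295* (1.13) and *Olfr211* were lost. *Olfr1437*, along the shift, is moved away from 0 by it, so its being kept decides nothing. This call less the shift (20.3% of the call) stayed beyond its spread. That argues only against a scaling error of this size in the opposite direction, which was not observed. The count was 3 without 3-week male 3 (*Olfr1295* 1.28, *Olfr1437* −1.27), 4 without 26-week female 2 (*Olfr1437* −1.17) and 7 without 26-week male 3. Of 100 assignments 5 gave as many calls, a share at which chance is not excluded for the count. The 4 others each kept the real sex split at one age, and 0 of the 80 that broke both gave as many, so the 5 do not measure chance alone. Age, and the time the sexes had been apart, may explain the change and were not separated here.

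From 3 to 43 weeks the sex difference differed for 4 receptors: *Olfr910* (2.31 log2), *Olfr1295* (2.36), *Olfr912* (1.89) and *Olfr1437* (−1.90). Thinning kept 4 of 4, which argues against depth. The median share of windows in no other gene was 91.2%, which argues against exact copies over most of the exons, while inexact matches were not examined. All-gene scaling shifted the median by −0.12 log2 and kept 3 of the 3 calls that this shift works against, which argues against scaling as their cause. The 1 call along the shift (*Olfr1437*) is moved away from 0 by it, so its being kept decides nothing. This call less the shift (6.54% of the call) stayed beyond its spread. That argues only against a scaling error of this size in the opposite direction, which was not observed. Of 100 assignments 16 gave as many calls, a share at which chance is not excluded for the count. Of these, 13 kept the real sex split at one age and do not measure chance alone, and 2 of the 77 that broke both splits gave as many. The ages share 0 title prefixes (4319 and 4237), so a batch that acts on the sexes unequally cannot be told apart from age.

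From 3 to 9 weeks the sex difference differed for 27 receptors, among them *Olfr1280* (1.44 log2), *Olfr655* (−1.61) and *Olfr910* (1.13). Thinned to 85400 reads, 27 of the 27 were kept among 44 calls, which argues against depth. The median share of windows in no other gene was 96.6%, which argues against exact copies over most of the exons for the calls as a set, while inexact matches were not examined. For *Olfr560* (55.9%) and *Olfr1359* (77.5%) shared reads stay open. All-gene scaling shifted the median of all receptors by −0.60 log2. It kept 15 of the 15 negative calls and 0 of the 12 positive ones, *Olfr1280* (0.86) and *Olfr910* (0.55) among them, which such a common shift brings about by itself, so scaling stays open for the 12. The 15 negative calls are moved away from 0 by the shift, so their being kept decides nothing. Less the shift, which was 50.2% of the smallest of them, 11 of the 15 stayed beyond their spread and 4 did not. Subtracting it stands for a scaling error in the opposite direction, which was not observed. Whether scaling is part of the cause of the 15 was therefore not decided. Of 100 assignments 5 gave as many calls, a share at which chance is not excluded: 1 of the others kept the real sex split at one age, 3 were among the 83 that broke both, and the highest count was 88. One library often decided the count: it was 0 without 3-week male 3, 3-week female 3, 9-week male 3 or 9-week female 3, 1 without 3-week female 1, 9-week male 2 or 9-week female 2, 8 without 3-week male 1, 51 without 3-week male 2, 55 without 9-week female 1 and 171 without 9-week male 1. The ages share 0 title prefixes (4319 against 4429 and 4575), so a batch that acts on the sexes unequally cannot be told apart from age. A block for the replicate number, which at 9 weeks also parts prefix 4429 from 4575, gave 0 calls. A biological change between these ages is also open and untested.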

How the results depend on the processing

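All-gene library sizes, the likelihood ratio test, the authors' deposited table, the grouping by columns, and the alternatives of the interactions and of the comparisons within a sex (other than centring and the first-quartile filter of the interactions) were chosen after seeing the data, as were the omissions of libraries for shares, medians, correlations and shared calls. Planned but not run, because the tables hold counts and list receptors only, were adjustment over all genes, all genes of the table as the denominator of a share, and a standard error from the t quantile. Where no cause is named below, the cause was not tested.

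Of 219 counts under settings other than the omission of a library, 153 stayed within 1.5 times the reported count and 66 did not; of 120 counts without a library, 87 did and 33 did not. Of 1047 log2 fold changes of named receptors under other settings, 944 kept their direction and their side of the threshold, 35 lost a call, 39 gained one and 29 changed direction; without a library these numbers were 451, 47, 13 and 23 of 534. The receptors that changed direction had not been called. Shares moved by more than the spread between replicates in 15 of 65 settings and in 0 of 180 omissions. The latter says little, since leaving out 1 of 3 libraries moves a mean by less than the SD of the 3. In sex-combined mice the log2 ratio of the *Olfr912* shares (0.029) ranged from −0.24 to 0.55 in omissions.

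At 3 weeks the 2 calls (97 receptors with an unadjusted p under 0.05) became 0 with DESeq2 size factors (97), with the DESeq2 Wald test (88), with Benjamini-Yekutieli, Bonferroni or an FDR threshold of 0.01, and among the receptors tested in all 6 comparisons (80), and 1 with the lower part of expression left out. They became 4 with receptor totals (3 higher in females), 5 with the edgeR exact test, 8 with the likelihood ratio test, 8 at a threshold of 0.1, 26 with all-gene library sizes, 30 with these and the likelihood ratio test, and 41 in the authors' deposited table. The count was 1 without male 1 and 0 without any one of the other 5 libraries.

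At 9 weeks the 0 calls of edgeR's quasi-likelihood test (149 at an unadjusted p under 0.05) became 13 without a low-count filter, 23 with DESeq2, 8 with the exact test, 15 at a threshold of 0.1, 5 with the lower part of expression left out, 17 with the likelihood ratio test and 3 in the authors' deposited table. Omissions gave 0 to 188, the latter without male 1.

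The 8 calls at 26 weeks became 15 with the exact test and 16 with the likelihood ratio test, 5 without female 2 and 14 without male 3; the other settings except the replicate block gave 6 to 12. The 5 calls in sex-separated mice at 43 weeks became 33 with DESeq2, 31 with the exact test, 19 at a threshold of 0.1, 9 with the lower part of expression left out, 35 with the likelihood ratio test, 49 with all-gene sizes and that test, and 63 in the authors' deposited table; the other settings gave 4 to 7. In sex-combined mice the 0 calls of edgeR's quasi-likelihood test (46 at an unadjusted p under 0.05; 0 by DESeq2) became 2 with the exact test and 2 with the likelihood ratio test. In *Bax* KO mice the 0 calls (68 at an unadjusted p under 0.05; 0 by DESeq2) became 5 with the exact test, 6 with the likelihood ratio test, 4 with all-gene sizes and that test, and 4 in the authors' deposited table, and omissions gave 0 to 5, the latter without male 3.

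The interaction of sex and housing, with 0 calls by edgeR's quasi-likelihood test (65 at an unadjusted p under 0.05), gave 2 with receptor totals, 2 without a filter, 5 with DESeq2, 7 with the likelihood ratio test and 5 at a threshold of 0.1. Omissions gave 0 to 3: 3 without combined male 3 and 2 without combined female 1. The 4 calls of the genotype interaction became 7 without a filter, 11 with DESeq2, 11 with the likelihood ratio test and 10 at a threshold of 0.1. They were 3 without WT female 2, 7 without KO male 2, KO female 2 or WT male 3, and 8 without KO male 3.

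The 27 calls of the interaction of 9 against 3 weeks (240 at an unadjusted p under 0.05) became 48 with the first quartile of expression left out, 73 with receptor totals (11 positive), 181 with all-gene sizes (0 positive), 44 without a filter, 91 with DESeq2, 75 with the likelihood ratio test, 0 at a threshold of 0.01 and 103 at 0.1. They were 0 without 3-week male 3, 3-week female 3, 9-week male 3 or 9-week female 3; 1 without 3-week female 1, 9-week male 2 or 9-week female 2; 8 without 3-week male 1, 51 without 3-week male 2, 55 without 9-week female 1 and 171 without 9-week male 1. The 5 calls of 26 against 3 weeks became 2 with all-gene sizes and 8 with the likelihood ratio test, 3 without 3-week male 3 and 7 without 26-week male 3. The 4 calls of 43 against 3 weeks were 4 or 5 in the other settings.

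Housing in males, with 0 calls by edgeR's quasi-likelihood test (162 at an unadjusted p under 0.05), gave 14 with DESeq2 and 22 with the likelihood ratio test. The 47 calls of housing in females became 95 with DESeq2, 128 with the likelihood ratio test, 5 at a threshold of 0.01, 137 at 0.1 and 112 with the grouping by columns. They were 1 without combined female 3, 23 without combined female 2, 52 without combined female 1, 15 without separated female 1 or 3 and 12 without separated female 2. The 219 calls of *Bax* in males became 127 at a threshold of 0.01, which by its construction can only lower a count; the other settings gave 204 to 283, and for the 293 calls in females 201 to 362.

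The replicate numbers do not pair males with females: the correlations of the pairs ranged from −0.324 to 0.426, and 0 tables had all 3 above 0.1. A block for them gave 14 calls at 26 weeks, 0 in the interaction of 9 against 3 weeks (203 at an unadjusted p under 0.05), 131 for housing in females, and 0.035 in place of −0.077 for *Olfr912* in sex-combined mice. A call lost under this block is no sign of a smaller effect.

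Changes of direction at 3 weeks concerned *Olfr912* (−0.061), which was 0.20 with all-gene sizes, 0.20 with these and the likelihood ratio test and 0.20 in the authors' deposited table, and −0.13 (without male 1) to 0.051 (without male 3) in omissions, with 0.024 without female 1; *Olfr235* (−0.15), which was 0.14, 0.14 and 0.14 in those 3 settings; *Olfr1295* (0.055), from −0.029 (without male 2) to 0.17 (without male 3); and *Olfr1437* (0.068), from −0.061 (without male 3) to 0.17 (without male 1). At 9 weeks *Olfr912* (0.053) was −0.081 with receptor totals, −0.26 with all-gene sizes, −0.26 with these and the likelihood ratio test and −0.26 in the authors' deposited table, and −0.018 (without female 3) to 0.18 (without female 1), with −0.017 without male 3 and −0.0016 without female 2. *Olfr235* (−0.14) was −0.26 (without male 2) to 0.043 (without male 1). In *Bax* KO mice *Olfr1437* (0.078) was −0.0039 (without male 3) to 0.15 (without male 1), and *Olfr235* (0.076) −0.075 (without male 3) to 0.37 (without male 1), with −0.057 without male 2, −0.033 without female 1 and −0.056 without female 3.

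In sex-combined mice *Olfr912* (−0.077) was 0.033 with receptor totals, 0.25 with all-gene sizes, 0.25 with these and the likelihood ratio test, 0.59 in the authors' deposited table, 0.71 with the grouping by columns and 0.59 with that and all-gene sizes, and −0.40 (without male 3) to 0.45 (without male 2). *Olfr1437* (−0.13) was 0.040 with all-gene sizes with either test, and −0.47 (without female 2) to 0.002 (without female 1). *Olfr235* (−0.083) was 0.03 with receptor totals, 0.19 with all-gene sizes with either test, 0.019 in the authors' deposited table, 0.15 with the grouping by columns and 0.019 with that and all-gene sizes, and −0.35 (without female 2) to 0.30 (without male 2), with 0.20 without female 1. *Olfr910* (0.24) was −0.0092 (without female 3) to 0.56 (without male 2).

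In the interaction of sex and housing the calls under other settings were gained at nearly unchanged values, and those without a library at larger absolute values. *Olfr910* (−1.79) passed with DESeq2 (−1.79), the likelihood ratio test (−1.79), a threshold of 0.1 (−1.79) and without combined male 3 (−1.99), and ranged from −2.03 (without combined female 3) to −1.46 (without combined male 2) in omissions. *Olfr912* (−1.89) passed with DESeq2 (−1.89), the likelihood ratio test (−1.89), a threshold of 0.1 (−1.89) and without combined male 3 (−2.19, the lowest), and reached −1.35 without combined male 2. *Olfr1295* (−1.92) passed with receptor totals (−1.89), no filter (−1.92), DESeq2 (−1.93), the likelihood ratio test (−1.92), a threshold of 0.1 (−1.92) and without combined male 3 (−2.03) or combined female 1 (−2.25, the lowest), and reached −1.66 without combined female 2. *Olfr1437* (1.73) passed with receptor totals (1.79), no filter (1.73), DESeq2 (1.72), the likelihood ratio test (1.73), a threshold of 0.1 (1.73) and without combined female 1 (1.87), and ranged from 1.39 (without combined female 2) to 1.91 (without separated female 2). In the genotype interaction *Olfr1437* (1.40) was lost at a threshold of 0.01 (1.40) and without WT female 2 (1.18), and reached 1.56 without WT female 3. From 3 to 9 weeks *Olfr912* (0.12) was −0.070 with receptor totals and −0.46 with all-gene sizes, and *Olfr235* (0.023) was −0.17 and −0.55, and −0.11 (without 3-week male 1) to 0.19 (without 9-week male 1), also below 0 without 3-week male 3 (−0.013), 3-week female 3 (−0.041), 9-week male 2 (−0.10) or 9-week female 2 (−0.049).

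All-gene sizes carry the share of all receptor reads into every value by their construction. As the denominator of shares they moved the log2 ratio of females over males at 3 weeks from −0.22 to −0.0091 for *Olfr910*, −0.0064 to 0.19 for *Olfr912*, 0.11 to 0.32 for *Olfr1295*, 0.12 to 0.35 for *Olfr1437* and −0.093 to 0.14 for *Olfr235*; at 9 weeks from −0.077 to −0.26 for *Olfr912* and −0.81 to −0.98 for *Olfr1437* (−0.65 with median-of-ratios counts); and in *Bax* KO mice from 0.092 to 0.26 for *Olfr910*, −0.32 to −0.14 for *Olfr912*, −0.98 to −0.81 for *Olfr1295* and 0.047 to 0.22 for *Olfr1437*. The grouping by columns moved it in sex-combined mice from 0.33 to 0.83 for *Olfr910*, 0.029 to 0.67 for *Olfr912* and −0.026 to −0.55 for *Olfr1437*. The median log2 fold change of all receptors went, with all-gene sizes and in the authors' deposited table, from −0.014 to 0.25 and 0.24 at 3 weeks, −0.048 to −0.36 and −0.37 at 9 weeks, 0.0018 to 0.17 and 0.14 in sex-separated mice at 43 weeks, −0.0055 to 0.21 and −0.059 in sex-combined mice, and 0.017 to 0.16 and 0.15 in *Bax* KO mice. Above the median of expression it was 0.084 at 9 weeks, −0.017 in sex-separated and −0.039 in sex-combined mice of 43 weeks. In omissions it ranged from −0.020 to −0.0012 (without female 1) at 3 weeks, −0.063 to −0.0077 (without male 1) at 9 weeks, −0.0073 to 0.018 (without male 3) in sex-separated and −0.032 (without male 3) to 0.0084 in sex-combined mice of 43 weeks, and −0.022 (without female 1) to 0.014 in *Bax* KO mice, where it was −0.0021 without male 3.

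Of the correlations that had passed, that of 3 with 9 weeks (−0.387) kept its side of the threshold; it was −0.585 above the median of expression and −0.444 to −0.215 (without 3-week male 3) in omissions. That of 26 with 43 weeks in sex-separated mice (0.291) was 0.498 above the median of expression. That of 3 with 26 weeks (0.132) no longer did above the median of expression (0.124) or with all-gene sizes (0.123). It was −0.0072 without 26-week male 3, also short of the threshold without 3-week male 1 (0.105), 3-week female 1 (0.126), 3-week female 2 (0.112), 26-week female 1 (0.103) or 26-week female 2 (0.0529), and at most 0.197. That of 3 weeks with sex-separated mice of 43 weeks (0.213) was lost without separated male 3 (0.0772) and at most 0.244. That of 3 weeks with sex-combined mice (0.234) was lost with the grouping by columns (0.0561), without 3-week male 3 (0.109) or combined male 1 (0.0672), and at most 0.292. That of 9 weeks with sex-separated mice of 43 weeks (−0.151) was lost above the median of expression (−0.170, over fewer receptors), and in omissions ranged from −0.235 to 0.0073 (without separated male 3), lost also without 9-week male 2 (−0.0740), 9-week male 3 (−0.101), 9-week female 2 (−0.0879), separated female 2 (−0.121) or separated female 3 (−0.0138). That of 9 weeks with sex-combined mice (−0.307) was 0.018 with the grouping by columns, lost without combined male 1 (−0.106), −0.186 without combined female 2 and at least −0.368. That of 26 weeks with sex-combined mice (0.124) was lost above the median of expression (0.152) and with the 5 study receptors left out (0.121), without 26-week male 3 (0.0199), 26-week female 2 (0.112), 26-week female 3 (0.0986), combined male 1 (0.0361), combined male 3 (0.0672), combined female 1 (0.111) or combined female 3 (0.028), and was at most 0.226. That of the 2 housings (0.182) was lost without separated male 3 (0.0628), separated female 3 (0.0919), combined male 1 (0.104), combined male 3 (0.121) or combined female 3 (0.127), and at most 0.230.

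Among those that had not passed, 3 weeks with *Bax* KO mice (0.0444) was −0.0567 above the median of expression and −0.0040 with signed z values, and −0.0107 (without 3-week male 3) to 0.0742. The correlation of 9 with 26 weeks (−0.010) was 0.0971 and 0.0042 in these settings, and −0.0776 to 0.103 (without 26-week male 3). With *Bax* KO mice, 9 weeks ranged from −0.0965 to 0.047 (without KO male 3), 26 weeks from −0.0492 to 0.0052 (without KO male 1), and sex-combined mice from −0.0637 to 0.0388 (without KO female 1). At a threshold of 0.1 the 0 calls shared by 9 and 26 weeks became 1, and the 0 shared by 9 and 43 weeks 2; without 9-week male 1 they were 5 and 3. The 0 calls that *Bax* KO mice shared with WT mice of 26 weeks and with sex-separated mice of 43 weeks became 1 and 1 without KO male 3. Each of these shared calls had opposite signs in KO and WT mice.

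In simulated counts with the present totals, dispersions and 3 libraries per sex, receptors changed by 1 log2 were recovered in 82.2% of cases at 3 weeks, 44.7% at 9 weeks, 53.8% in sex-combined mice and 21.7 to 37.6% in the interactions, so a receptor that is not called is not shown to be equal between the sexes. How much of this is due to depth was not separated from dispersion and the number of libraries. Depth itself was varied only in the interactions, by thinning the libraries to the lowest receptor total: the calls went from 4 to 3 between genotypes (62764 reads), from 27 to 44 for 9 against 3 weeks and from 5 to 6 for 26 against 3 weeks (85400 reads), and stayed at 4 for 43 against 3 weeks and at 0 between housings (74082 reads).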

Other observations

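Of the tests in this part, only the counts over other splits were planned; the tests of the sex-combined grouping, of the deposited counts, of the chromosome 7 cluster and of the correlation between 3 and 9 weeks were chosen after the results were seen.

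The sex-combined table can be read with either of 2 groupings. Its deposited log2 fold changes correlate with the labelled sexes by 0.433 over 874 receptors, and by 1.00 with a split that puts male 1, male 3 and female 2 on one side. Labels exchanged between male 2 and female 2, or columns taken in the wrong order in the deposited comparison, may account for this. The first 3 columns hold the odd title numbers and the last 3 the even ones, so the column order is regular. The receptors listed cannot tell these explanations apart because no gene of known sex-specific expression was analysed here. No biological explanation was tested. Under the grouping by columns the log2 fold change was 0.86 for *Olfr910*, 0.71 for *Olfr912* and 0.77 for *Olfr1295*, in place of 0.24, −0.08 and 0.48 by the labels.

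Some values differ from those quoted from the study above, and neither the groups nor the scaling are alike. The quoted sex-combined values rest on the grouping by columns, as the authors' deposited table does, and not on the labels. By the labels the log2 fold change was 0.24 for *Olfr910*, −0.08 for *Olfr912* and 0.48 for *Olfr1295*, each lower than the quoted value and for *Olfr912* opposite in sign. With the grouping by columns and all-gene library sizes it was 0.80, 0.59 and 0.76. At 9 weeks, where the groups are the same, scaling over receptors gave 0.85 for *Olfr910*, 0.05 for *Olfr912* and 0.96 for *Olfr1295*, each higher than the quoted value and for *Olfr912* opposite in sign. All-gene library sizes gave 0.54, −0.26 and 0.65.

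More receptors passed in the authors' deposited table than in the quasi-likelihood test, 41 against 2 at 3 weeks and 63 against 5 in sex-separated mice at 43 weeks. At 3 weeks, scaling by all-gene library sizes alone (26 calls) covered 61.5% of that gap and the likelihood ratio test alone (8 calls) 15.4%, so the authors' normalization over all genes is a candidate explanation for most of it and the choice of test is not. At 43 weeks it was the reverse: all-gene scaling alone (5 calls) covered 0% of the gap and the likelihood ratio test alone (35 calls) 51.7%, so the likelihood ratio test in place of quasi-likelihood may explain about that part. Both changes together gave 30 and 49 calls.

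A scaling over all genes carries the share of receptor reads into every log2 fold change. Receptor reads made up 0.479% ± 0.0255 (SD, n = 3) of the libraries of 3-week females and 0.412% ± 0.0575 of those of males. At 9 weeks the shares were 0.410% ± 0.00924 and 0.463% ± 0.110. In *Bax* KO mice they were 0.301% ± 0.0367 and 0.267% ± 0.0138. In WT mice of 26 weeks they were nearly equal, 0.523% ± 0.0552 in females and 0.527% ± 0.0420 in males. At 43 weeks they were 0.580% ± 0.0375 and 0.535% ± 0.0630 in sex-separated mice. In sex-combined mice they were 0.406% ± 0.0563 and 0.371% ± 0.0855. The ranges of the sexes were not tested, and the sizes are not comparable between tables.

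Of the 27 receptors whose sex difference changed from 3 to 9 weeks, 11 lay in one run of 127 receptor genes on chromosome 7 (102476579 to 105369355 on GRCm38, neighbours less than 1000000 bases apart), all of them negative (hypergeometric p 5.73e-05 over 114 cluster receptors tested). The 103 cluster receptors that were not called had a median interaction of −0.89 log2, below the 95% range of 10000 random lists matched for expression (−0.23 to 0.07), so the calls there may be the visible part of a shift of the cluster as a whole. The cluster took 12.2% ± 1.10 (SD, n = 3) of receptor reads in females and 9.52% ± 1.43 in males at 3 weeks (exact p 0.1, the smallest possible). At 9 weeks it took 5.0% ± 0.518 in females and 7.98% ± 2.45 in males (exact p 0.2). Within title prefix 4429 at 9 weeks the male had 5.15% and the female 5.53%, and within prefix 4575 the males had 9.53 and 9.25% and the females 4.99 and 4.49%, so the difference was present in the second prefix only and the first holds 1 library of each sex. Later it was 9.91% ± 0.369 and 9.48% ± 1.34 at 26 weeks (exact p 1) and 11.3% ± 0.714 and 9.64% ± 1.38 in sex-separated mice at 43 weeks (exact p 0.1). The 3-week and 9-week libraries share no prefix, and whether the shift lies in the animals, the dissected tissue or the library batch was not tested.

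The log2 fold changes of 3 and 9 weeks were negatively correlated across receptors (r −0.387; −0.215 without 3-week male 3, and −0.585 above the median of expression). Without the chromosome 7 cluster the correlation was −0.316 over 831 receptors, which argues against a shift of that cluster as the whole cause. The ages share 0 title prefixes, so a batch that acts on the sexes unequally cannot be told apart from age, and a biological difference between the ages was not tested.

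Splits of the 6 libraries of each sex comparison into other groups of 3 were fitted in the same way, and with 10 splits chance can never be excluded at 0.05. At 3 weeks 2 of 10 splits gave at least the 2 calls of the sexes, and at 9 weeks, in sex-combined mice and in *Bax* KO mice 10 of 10 gave at least 0. At 26 weeks and in sex-separated mice at 43 weeks 1 of 10, the sexes themselves, gave as many calls. In the sex-combined table another split gave 24 calls. For housing in males 10 of 10 splits gave at least 0 calls, the highest 15, and for housing in females 1 of 10 gave as many as the real one. The *Bax* comparison gave 1 of 10 in males and 1 of 10 in females. For the interaction of sex and housing, with 0 calls, 100 of 100 assignments gave as many, the highest 37, and the housings share 0 title prefixes.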
